A study of Mus musculus with 11 samples. Its data were reported in "Lowering mutant huntingtin by small molecules relieves Huntington’s disease symptoms and progression" (2024).

How the data were processed

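RNA was measured in striatal tissue of BACHD mice by poly(A) sequencing with a stranded library kit. The labels give 4 DMSO, 4 SPI-24 and 3 SPI-77 libraries after 4 days of injections, taken 6 h after the last dose. Groups and replicate numbers were taken from the labels, which name each library a biological replicate.

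According to the study's methods and the submitters' processing notes, the authors trimmed adapters and poly-A/T stretches with cutadapt, aligned the reads to the mouse genome GRCm38 with STAR and Ensembl genes, dropped reads that mapped to more than 1 region, and counted reads per gene with HTSeq. They compared groups with DESeq2. Tool versions are not given in the sources used here. The table they deposited holds normalized read counts for 20957 genes, a signal obtained by dividing each library's reads by a DESeq2 size factor. The deposited table also holds log2 fold changes against DMSO and p-values with Benjamini-Hochberg adjusted p-values, and a second deposited table lists the 5 limits used to call genes, among them a minimum highest read count of 30. The heading of the first comparison names SPI-24 while its entries carry another number. Its fold changes differed from those of the SPI-24 columns by a median of 0.01 on the log2 scale, so it was read as SPI-24. Removing reads with several positions lowers the values of genes with close copies, such as ribosomal protein genes with pseudogenes. The table has an entry for human HTT beside mouse Htt (chromosome 5, 34761740 to 34912534, GRCm38). How the human entry was added to the reference is not given in the sources used here. It is thus not known whether reads in stretches where both sequences are identical were dropped or counted, so levels of these genes relative to each other are uncertain. Of the gene identifiers, 20930 (99.9%) matched a GENCODE annotation of GRCm38, which gave names for 24 entries that a spreadsheet had turned into dates. There were 2 entries without a name. Coordinates are 1-based and come from that annotation.

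Within each library the deposited values were whole multiples of 1 step, so the reads could be recovered. The share of values within 0.1 step of a whole number was 100% in each of the 11 libraries. The recovered reads amounted to from 10.2 M to 33.8 M per library, with a mean of 17.2 M. No pair of libraries of 1 group agreed within counting noise, as the lowest chi-square per gene of any pair was 13.8, so no library was counted as a repeat of another. Correlations of log values within a group lay between 0.872 and 0.979.

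The design written before the data were examined assumed raw counts and edgeR. Because the table holds normalized values, its stated fallback was used. Values were transformed to log2(normalized count + 1), which understates changes of low genes. Genes with a normalized count of at least 10 in at least 3 libraries were kept, 16768 in all. Groups were compared with limma (version 3.58.1, R 4.3.3), with a mean-variance trend and robust variance, all 11 libraries in 1 fit and group as the only term. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 2, the limit used in the study. Fold changes are given as log2 values with standard errors, and group levels as mean normalized counts ± SD. The count tests were run on the recovered reads as alternatives with edgeR 4.0.16, which kept 16612 genes, and DESeq2 1.42.0. The authors' deposited fold changes were also compared with those of 3 DESeq2 models. A model with the replicate number and group came closest, with a median absolute difference of 0.000196 for SPI-24 and 0.000283 for SPI-77 on the log2 scale. A model with group alone differed by 0.0349 and 0.109, and a model that set replicate 4 apart by 0.0158 and 0.0211. The replicate term is not mentioned in the study's methods.

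The 31 gene lists were written before the data were examined but after reading the paper, whose published lists of changed genes hold some members, so the lists are not fully independent of these samples. They cover neurons of the striatum (medium spiny, direct-pathway, indirect-pathway, striatal cholinergic interneuron and striatal GABA interneuron), neurons of neighbouring regions (cortical excitatory, thalamic, hypothalamic, midbrain dopaminergic), other cells (oligodendrocyte, oligodendrocyte precursor, astrocyte, microglia, endothelial, mural and smooth muscle, meningeal fibroblast, choroid plexus, ependymal, blood) and processes (Spt5 and Pol II elongation, NF-kB inflammatory, immediate early, expandable CAG repeat, glucocorticoid response, heat shock and unfolded protein, interferon, cholesterol synthesis, neurotrophin, cytosolic ribosomal protein, nuclear-encoded oxidative phosphorylation, mitochondrially encoded). Lists were tested two-sided with camera at a preset correlation of 0.01, which compares members with the other genes, adjusted over the lists of each comparison. Camera with a correlation estimated from the data and fry, which asks whether members move on balance in 1 direction, were run beside it. The expandable CAG repeat list also holds genes for which the study gives primers, among them Mn1. Its name does not mean that each member is known to expand. A list's score in a library is the mean log2(normalized count + 1) of its members.

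Named genes followed a rule fixed in advance. Htt, Bdnf, Supt5 and Supt4a were always named. In each comparison the rule added the 8 largest and the 8 most negative changes among called genes with an official name, a mean of at least 50 reads and no overlap of treated and control libraries. It also added up to 4 called members of a called list by adjusted p, or the 2 members with the smallest p where none was called, and up to 2 called members of other lists. Genes outside the rule are marked in the text as chosen after their values were seen.

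Single values were compared with exact two-sided permutation tests. The overlap of both compounds was set beside 100 simulations of unchanged groups compared with a shared simulated control, with noise drawn independently for each gene. For the genes called with SPI-77, 100 further simulations kept the SPI-77 means and set SPI-24 to the DMSO mean, with noise drawn independently for each gene, and were chosen after seeing the data. The fit was tested on simulated data with 100 genes changed by a log2 fold of 1 and 100 changed by 2. For SPI-24 against DMSO, with 16843 genes, 40% and 97% of them were called with 4 false calls. For SPI-77 against DMSO, with 16840 genes, the shares were 46% and 93% with 8 false calls. The changed genes had a mean of at least 50 normalized counts, and noise was drawn independently for each gene. Variation shared between genes, such as that of the tissue, was thus left out, so these shares do not hold for low genes or tissue markers. Alternatives covered scaling, filter, pseudocount, test, thresholds, samples in the fit, the replicate number as a block, each library left out, and sex-chromosome and mitochondrial genes left out. The edgeR and DESeq2 fits with the replicate block, TMM scaling in limma, both replicate 4 libraries left out and the medium spiny score as a covariate were chosen after seeing the data. The use of edgeR with TMM, planned for raw counts, on the recovered reads was also decided then.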

Results

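Gene expression was measured in small pieces of striatum, a forebrain region that degenerates early in Huntington's disease, from BACHD mice. These mice carry a full-length human mutant huntingtin gene beside their own Htt gene. They were injected under the skin on 4 days with the DMSO vehicle, SPI-24 or SPI-77 and were killed 6 h after the last dose. Both compounds are inhibitors of the interaction of the elongation factor Spt5 with RNA polymerase II and are described as chemically distinct. The labels give 4 DMSO, 4 SPI-24 and 3 SPI-77 libraries without dose, sex or place of sequencing, so doses could not be matched between the compounds. The recovered reads ranged from 10.2 M in SPI-77 3 to 33.8 M in DMSO 4. The number of genes detected lay between 17932 and 20313 in 10 libraries, whereas SPI-24 4 had 16263 genes at 26.0 M reads. At an equal depth of 10 M reads, SPI-24 4 had 16132 genes and the other SPI-24 libraries had 19057 to 19590. The SPI-77 libraries 1, 2 and 3 had 19167, 19409 and 17925 genes at that depth, all below the DMSO libraries at 19458 to 19765.

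Xist, the RNA that silences an X chromosome in females, and the Y-linked gene Ddx3y were looked up as a check of the animals and were chosen after the values were seen. Xist had normalized counts of 3333 to 4662 in DMSO 1, DMSO 3, SPI-24 1, SPI-24 2 and SPI-24 4, where Ddx3y was at 0. In the other 6 libraries, which include all 3 SPI-77 libraries, Xist was at most 7.70 and Ddx3y lay between 78.6 and 309.7. The sexes were therefore mixed in the DMSO and SPI-24 groups and not in the SPI-77 group.

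Markers of medium spiny neurons, the main projection neurons of the striatum, and of thalamic neurons varied widely between libraries of 1 group. The medium spiny score, a mean log2 level, was 10.8 ± 0.750 (SD, n = 4) with DMSO, 10.02 ± 1.04 (SD, n = 4) with SPI-24 and 8.92 ± 0.0964 (SD, n = 3) with SPI-77. The thalamic score was 8.78 ± 1.02 (SD, n = 4) with DMSO, 10.1 ± 0.812 (SD, n = 4) with SPI-24 and 9.85 ± 0.337 (SD, n = 3) with SPI-77. Ppp1r1b, which encodes the dopamine-regulated phosphatase inhibitor DARPP-32 of medium spiny neurons, ranged from 744 in SPI-24 3 to 29977 in SPI-24 4. Prkcd, a protein kinase abundant in the thalamus, ranged in the same group from 2093 in SPI-24 4 to 16157 in SPI-24 3. These 2 genes were chosen after their values were seen. Over 6 exact two-sided permutation tests, the lowest p was 0.0286 for the medium spiny score of SPI-77 against DMSO (difference -1.93), the smallest this design allows, and the adjusted p was 0.171. For SPI-24 against DMSO the exact p was 0.286 for the medium spiny score (difference -0.82) and 0.114 for the thalamic score (difference 1.34), with adjusted p of 0.343 and 0.286. For SPI-77 the thalamic score differed from DMSO by 1.08 (exact p = 0.200, adjusted p = 0.300) and from SPI-24 by -0.26 (exact p = 0.743, adjusted p = 0.743). The medium spiny score of SPI-77 differed from that of SPI-24 by -1.11 (exact p = 0.143, adjusted p = 0.286).

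**Figure D1:**
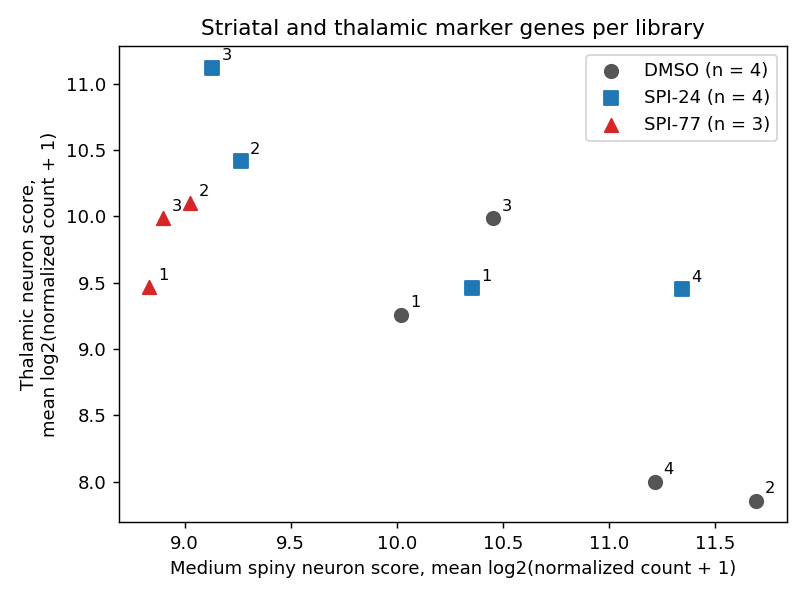
Each point is a library, placed by its medium spiny score (horizontal axis) and its thalamic score (vertical axis), both mean log2(normalized count + 1) of the marker genes, with the replicate number beside it. The 3 SPI-77 libraries sit between 8.83 and 9.02 on the horizontal axis, below the 4 DMSO libraries at 10.02 to 11.7, while the SPI-24 libraries spread from 9.13 to 11.3.

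The first question was whether the compounds lowered the human mutant transgene relative to the mouse gene. Human HTT was chosen after its values were seen. It averaged 4883 ± 442 normalized counts with DMSO (SD, n = 4), 5224 ± 511 with SPI-24 (SD, n = 4) and 4457 ± 354 with SPI-77 (SD, n = 3). Mouse Htt averaged 1929 ± 66.9, 1999 ± 348 and 1994 ± 40.7 in the same groups. The human to mouse ratio was 2.53 ± 0.196 with DMSO (SD, n = 4). With SPI-24 it was 2.64 ± 0.243 (SD, n = 4), a log2 difference of 0.06 with a 95% interval from -0.13 to 0.25 (exact two-sided permutation p = 0.514, adjusted p = 0.514 over both tests). With SPI-77 it was 2.23 ± 0.147 (SD, n = 3), a log2 difference of -0.18 with a 95% interval from -0.38 to 0.02 (exact two-sided permutation p = 0.0571, adjusted p = 0.114, smallest possible p 0.0286). The ratios of all 3 SPI-77 libraries (2.06 to 2.32) lay below those of all 4 DMSO libraries (2.35 to 2.81), whereas those of SPI-24 (2.38 to 2.96) overlapped with DMSO. Neither difference passed the two-sided test, and reads from identical stretches of both genes leave the ratio itself uncertain. The SPI-77 libraries were also the lowest in medium spiny score, against which the ratio was not tested. In the fit over all genes human HTT differed from DMSO by 0.10 ± 0.11 (SE) with SPI-24 (adjusted p = 0.984, limma) and by -0.13 ± 0.12 (SE) with SPI-77 (adjusted p = 0.471, limma), and with 1 library left out these values ranged from 0.04 to 0.16 and from -0.17 to -0.06.

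**Figure D2:**
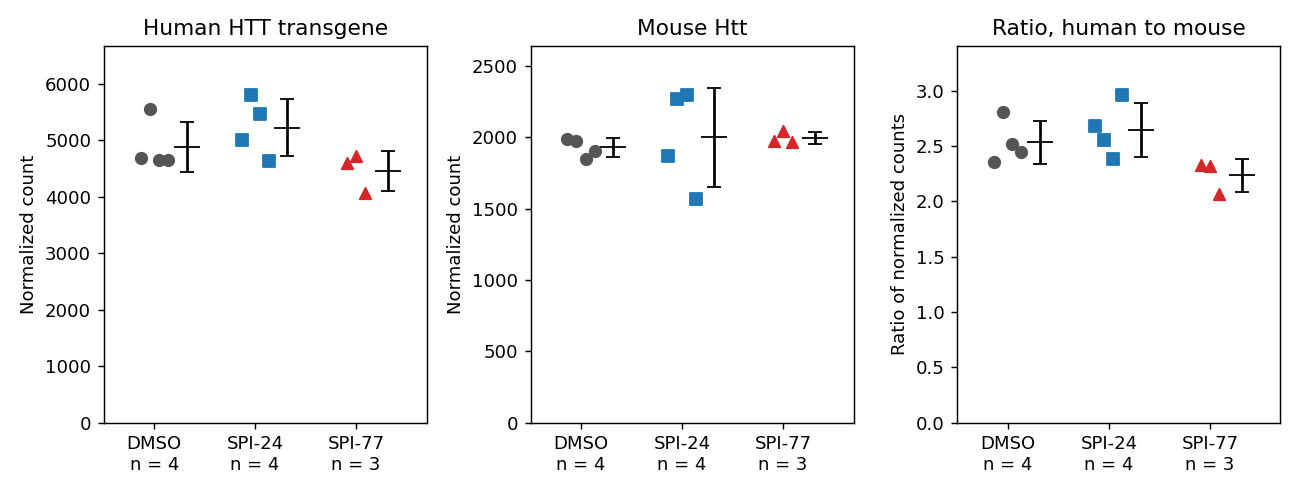
Normalized counts of human HTT (left) and mouse Htt (middle) and their ratio (right) are shown for each library by group, with the group mean and SD as bars beside the points. The ratio averaged 2.53 with DMSO, 2.64 with SPI-24 and 2.23 with SPI-77, and the points of SPI-24 and DMSO overlap while those of SPI-77 lie below those of DMSO.

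The next question was how SPI-24 changed expression across the genome. No single gene passed the test. As lists, thalamic, mural and immediate early genes lay higher and medium spiny, ependymal and choroid plexus genes lay lower with SPI-24 than with DMSO by camera at the preset correlation. None of these lists was called with an estimated correlation, where the lowest adjusted p was 0.240. Gbx2, a transcription factor of the developing thalamus (chromosome 1, 89927956 to 89931179), averaged 237 ± 157 (SD, n = 4) against 53.5 ± 67.4 (SD, n = 4) with DMSO. Fos, an activity-induced transcription factor (chromosome 12, 85473890 to 85477273), averaged 338 ± 303 (SD, n = 4) against 63.5 ± 31.99 (SD, n = 4). Slc5a7, the choline transporter of cholinergic neurons (chromosome 17, 54273590 to 54299034), averaged 15.3 ± 13.5 (SD, n = 4) against 72.8 ± 41.1 (SD, n = 4), and Ttr, the transthyretin gene of choroid plexus, 54951 ± 63343 (SD, n = 4) against 141578 ± 50608 (SD, n = 4). Of 16768 genes tested with limma, 0 were higher and 0 lower, and the smallest adjusted p was 0.975. At an unadjusted p below 0.05 there were 625 genes, against 838 that chance alone gives. edgeR and DESeq2 with group as the only term also called 0 genes in each direction, with 524 and 834 genes at an unadjusted p below 0.05. In the authors' deposited table, whose fold changes match a model that also holds the replicate number, 16 genes were higher and 5 lower at the same thresholds, and 13 and 1 with its minimum highest read count. Without SPI-24 1, limma called 2 genes lower, which were chosen after their values were seen: Cartpt, which encodes a neuropeptide (log2 fold change -3.38, adjusted p = 0.00270), and Slc16a8, a lactate transporter (-4.37, adjusted p = 0.0337). In the fit of all 11 libraries, Supt5, which encodes Spt5 (chromosome 7, 28314891 to 28338746), differed by 0.08 ± 0.12 (SE), its partner Supt4a (chromosome 11, 87737552 to 87743623) by 0.21 ± 0.16 (SE), mouse Htt by 0.04 ± 0.13 (SE) and the neurotrophin gene Bdnf (chromosome 2, 109674700 to 109727007) by 0.60 ± 0.39 (SE), with adjusted p of 0.985, 0.975, 0.992 and 0.975 by limma. Bdnf was 0.29 without DMSO 3 and 0.37 without SPI-24 3, Supt4a was 0.125 without SPI-24 4, and Supt5 ranged from 0.02 to 0.17 with 1 library left out.

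By camera at the preset correlation, 17 of the 31 lists differed for SPI-24 against DMSO, 7 toward higher and 10 toward lower expression. None of the 17 was called with an estimated correlation, and fry called 0. No member of any list passed the test over all genes. Thalamic genes had a median log2 fold change of 1.22, with 16 of 16 members above 0 (adjusted p = 9.2e-15, and adjusted p = 0.240 with an estimated correlation). Lhx9, a thalamic transcription factor, differed by 1.24 ± 0.40 (SE). Immediate early genes had a median of 0.61 with 14 of 17 above 0 (adjusted p = 8.8e-07, and adjusted p = 0.240 with an estimated correlation). The score of this list was 8.84 in SPI-24 1 and 9.56 in SPI-24 4, whereas SPI-24 2 and SPI-24 3 had 7.91 and 7.38 and the DMSO libraries 7.44 to 8.02. Among its members Fos, with 2.11 ± 0.58 (SE), passed when adjusted over the list alone, where 1 member was called higher. Mural and smooth muscle genes had a median of 0.22 (adjusted p = 6.8e-05, and adjusted p = 0.240 with an estimated correlation), and 1 member was called higher adjusted over the list alone. Their contractile genes Acta2 and Tagln differed by 0.86 ± 0.23 and 1.22 ± 0.39 (SE). Meningeal fibroblast genes had a median of 0.58 (adjusted p = 0.000214, and adjusted p = 0.240 with an estimated correlation), with 1 member higher adjusted over the list alone. Slc6a13, a GABA and taurine transporter, differed by 1.29 ± 0.34 (SE) and Dcn, which encodes decorin, by 0.77 ± 0.28 (SE). The medians were 0.22 for glucocorticoid response genes (adjusted p = 0.00150), 0.08 for Spt5 and Pol II elongation genes (adjusted p = 0.00819) and 0.09 for oxidative phosphorylation genes (adjusted p = 0.000673). With an estimated correlation the adjusted p of these 3 lists was 0.240, 0.240 and 0.632. Examples were the metallothionein gene Mt2 (0.46 ± 0.18, SE), the stress-induced phosphatase gene Dusp1 (0.88 ± 0.23, SE), the pausing factor genes Nelfa and Nelfb (0.29 ± 0.12 and 0.34 ± 0.14, SE) and the complex I gene Ndufa12 (0.50 ± 0.17, SE). Each of these genes had an adjusted p of 0.975 by limma.

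Lists with lower values in SPI-24 included medium spiny genes, with a median log2 fold change of -0.82 and 26 of 27 members below 0 (adjusted p = 2.7e-08, and adjusted p = 0.359 with an estimated correlation). Strip2 and the transcription factor gene Meis2 differed by -1.16 ± 0.37 and -1.45 ± 0.64 (SE). The medians were -0.95 for direct-pathway genes such as Pdyn, the prodynorphin gene (-0.92 ± 0.48, SE), and -1.12 for indirect-pathway genes such as Penk, the proenkephalin gene (-2.06 ± 1.05, SE), with adjusted p = 0.00209 for each list, and adjusted p = 0.359 and 0.370 with an estimated correlation. With 1 library left out, Meis2 ranged from -1.95 to -0.85, Pdyn from -1.26 to -0.52 and Penk from -2.998 to -1.26. Cholinergic interneuron genes had a median of -2.17 (adjusted p = 5.5e-05, and adjusted p = 0.247 with an estimated correlation). GABA interneuron genes had a median of -0.49 (adjusted p = 0.00290, and adjusted p = 0.240 with an estimated correlation), and 1 member was lower adjusted over the list alone. Nkx2-1, a transcription factor of interneurons from the ventral forebrain, differed by -2.71 ± 0.79 (SE). Choroid plexus genes had a median of -1.58 and ependymal genes of -1.28 (adjusted p = 5.1e-09 and 2.3e-05, and adjusted p = 0.240 and 0.247 with an estimated correlation), with 10 of 10 members below 0 in both. These differences lay in SPI-24 2 and SPI-24 3, whose choroid plexus scores were 6.82 and 6.27 against 9.85 and 9.54 in SPI-24 1 and SPI-24 4 and 9.13 to 10.3 with DMSO. Their ependymal scores were 5.20 and 2.97 against 6.71 and 6.56, and 6.56 to 6.92 with DMSO, and their cholinergic scores 4.45 and 1.96 against 6.83 and 7.15, and 6.42 to 7.64 with DMSO. Microglia genes had a median of -0.26 with 12 of 12 below 0 (adjusted p = 0.000107, and adjusted p = 0.247 with an estimated correlation), among them the lysosomal gene Ctss (-0.35 ± 0.15, SE). Hypothalamic genes had a median of -0.71 and interferon genes of -0.39 (adjusted p = 0.0362 and 0.0192, and adjusted p = 0.426 and 0.240 with an estimated correlation). Of the hypothalamic list, 1 member was lower adjusted over the list alone. Hdc, the histamine-forming enzyme, differed by -1.46 ± 0.42 (SE). The remaining 14 lists were not called. Their adjusted p was 0.134 for endothelial, 0.147 for heat shock and unfolded protein, 0.209 for oligodendrocyte and for expandable CAG repeat, 0.214 for cholesterol synthesis, 0.254 for cortical excitatory, 0.402 for blood and 0.597 for ribosomal protein genes. It was 0.615 for NF-kB, 0.673 for astrocyte, 0.749 for neurotrophin, 0.850 for oligodendrocyte precursor, 0.903 for midbrain dopaminergic and 0.954 for mitochondrially encoded genes. Median and test differed in sign for the astrocyte and midbrain dopaminergic lists, and mean and test for the NF-kB and mitochondrially encoded lists. As a measured fact, the SPI-24 libraries that were lowest in medium spiny score, SPI-24 2 and SPI-24 3 at 9.27 and 9.13, had the highest thalamic scores of all 11 libraries, 10.4 and 11.1.

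More genes were called with SPI-77. Of the genes of medium spiny neurons 13 of 27 fell and of those of cholinergic interneurons 4 of 7, while 5 of 12 genes of mural and smooth muscle cells and 10 of 74 of oxidative phosphorylation rose. With an estimated correlation camera called none of these lists (adjusted p = 0.596 for 3 of them and 0.728 for the cholinergic list). Drd1, the dopamine receptor of direct-pathway neurons (chromosome 13, 54051183 to 54055705), averaged 48.6 ± 26.3 (SD, n = 3) with SPI-77 and 881 ± 613 (SD, n = 4) with DMSO. Gpr6, an orphan receptor of indirect-pathway neurons (chromosome 10, 41069977 to 41072285), averaged 7.51 ± 6.78 (SD, n = 3) against 386.5 ± 280.0 (SD, n = 4). Gfap, the intermediate filament gene of astrocytes (chromosome 11, 102887336 to 102900912), averaged 23368 ± 2617 (SD, n = 3) against 8505 ± 3358 (SD, n = 4). Of 16768 genes, limma called 188 higher and 885 lower. Of the genes tested, 550 were at 0 in SPI-77 3, 106 in SPI-77 1 and 42 in SPI-77 2, against 21 to 39 in the DMSO libraries. In the SPI-24 libraries 1464 were at 0 in SPI-24 4, 149 in SPI-24 3, 33 in SPI-24 2 and 17 in SPI-24 1. edgeR called 154 and 954, of which 149 and 821 were shared. DESeq2 with group as the only term called 265 and 1254, of which 177 and 873 were shared. The authors' deposited table holds 191 higher and 955 lower at the same thresholds. With limma there were 5905 genes at an unadjusted p below 0.05 against 838 expected by chance, and the smallest adjusted p was 0.0179. Calls by limma fell to 0 in each direction without DMSO 2, DMSO 4, SPI-77 1 or SPI-77 3, where 4487, 4555, 4898 and 4284 genes had an unadjusted p below 0.05, while 396 were higher and 1471 lower without DMSO 1 and 348 higher and 1219 lower without SPI-24 4. With the medium spiny score as a covariate, limma called 0 genes in each direction, with 2148 at an unadjusted p below 0.05. Of the 27 genes in this score 13 are themselves called lower, and the scores of SPI-77 and DMSO do not overlap. That fit thus cannot tell the makeup of the tissue from the treatment. Without both replicate 4 libraries 460 genes were lower.

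The 8 most negative changes that the rule names were those of Gpr6 (log2 fold change -5.88 ± 1.45, SE), the receptor phosphatase gene Ptprv (-5.87 ± 1.57), the homeobox gene Gbx1 (-4.80 ± 1.37), the cholinergic transcription factor gene Lhx8 (-4.80 ± 1.49), the vesicular acetylcholine transporter gene Slc18a3 (-4.28 ± 1.26), the adenosine receptor gene Adora2a (-4.16 ± 1.29), Ankrd63 (-4.13 ± 1.16) and Drd1 (-4.00 ± 1.13). Their adjusted p lay between 0.0254 and 0.0494 by limma. Because several SPI-77 libraries were close to 0 for Gpr6, Ptprv, Gbx1 and Lhx8, their fold changes depend on the pseudocount. The 8 largest were those of Tnnt1, a troponin gene also used as a thalamic marker (3.68 ± 0.93, SE; chromosome 7, 4504570 to 4516382), Gbx2 (2.46 ± 0.78), the anion exchanger gene Slc26a4 (2.11 ± 0.58), Slc6a13 (1.99 ± 0.36), the endothelial receptor gene Gpr182 (1.92 ± 0.41), the kinase gene Zap70 (1.91 ± 0.40), the Wnt inhibitor gene Nkd2 (1.87 ± 0.28) and the myocilin gene Myoc (1.86 ± 0.38). Their adjusted p lay between 0.0179 and 0.0497 by limma. Supt4a was higher by 0.58 ± 0.17 (SE, adjusted p = 0.0362, limma), which is below the fold limit. Supt5 differed by 0.24 ± 0.13 (adjusted p = 0.211), mouse Htt by 0.05 ± 0.14 (adjusted p = 0.830) and Bdnf by 0.09 ± 0.43 (adjusted p = 0.904). The last 2 changed sign under some alternatives, Bdnf to -0.225 without DMSO 3 and mouse Htt to -0.01 with the replicate block in limma.

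By camera at the preset correlation, 11 of the 31 lists differed for SPI-77 against DMSO, 5 toward higher and 6 toward lower expression. None was called with an estimated correlation, and fry called 5. Of 27 medium spiny genes 13 fell and 14 did not pass, with 20 lower adjusted over the list alone and a median log2 fold change of -1.90 (adjusted p = 3.5e-10, and adjusted p = 0.596 with an estimated correlation). The retinoic acid receptor gene Rarb changed by -3.55, the kinase gene Dclk3 by -2.66, Strip2 by -2.50 and the phosphodiesterase gene Pde7b by -1.66 on the log2 scale. Of 8 direct-pathway genes 4 fell, also 4 adjusted over the list alone (median -2.20, adjusted p = 0.00218, and adjusted p = 0.596 with an estimated correlation), with Pdyn, Isl1 and Slc35d3 beside Drd1. Of 7 indirect-pathway genes 2 fell, Gpr6 and Adora2a, and 5 were lower adjusted over the list alone (median -2.59, adjusted p = 0.0162, and adjusted p = 0.728 with an estimated correlation). Of 7 cholinergic genes 4 fell, also 4 adjusted over the list alone (median -3.99, adjusted p = 0.00470, and adjusted p = 0.728 with an estimated correlation). Besides Lhx8 and Slc18a3 these were Slc5a7 and Chat, the acetylcholine-forming enzyme, which changed by -3.99 and by -2.46 without SPI-77 1. Ependymal genes had a median of -1.65 without a called member, also adjusted over the list alone (adjusted p = 0.0239, and adjusted p = 0.728 with an estimated correlation). Foxj1, a regulator of motile cilia, differed by -1.22 ± 0.51 (SE, adjusted p = 0.115) and the cilia gene Rsph4a by -2.14 ± 0.71 (SE, adjusted p = 0.0544). In the expandable CAG repeat list 1 of 16 members fell, the coactivator gene Mn1 with -1.91 (-1.27 without SPI-77 3), also 1 adjusted over the list alone (median -0.44, adjusted p = 0.0275, and adjusted p = 0.596 with an estimated correlation).

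Of the lists that moved upward, oxidative phosphorylation genes had a median log2 fold change of 0.68, with 10 of 74 members called higher and also 10 adjusted over the list alone (adjusted p = 6.3e-20, and adjusted p = 0.596 with an estimated correlation). The ATP synthase genes Atp5k and Atp5e rose by 1.21 ± 0.21 and 1.04 ± 0.19 (SE), and the complex I genes Ndufs6 and Ndufa2 by 1.06 ± 0.17 and 1.06 ± 0.18 (SE). Ribosomal protein genes had a median of 0.70 with 4 of 73 called higher, and 4 higher and 1 lower adjusted over the list alone (adjusted p = 1.6e-13, and adjusted p = 0.596 with an estimated correlation). These 4 were Rpl36 (1.48 ± 0.43, SE), Rpl38 (1.25 ± 0.31, SE), Rpl39 (1.10 ± 0.33, SE) and Rps14 (1.07 ± 0.20, SE). Reads shared with pseudogenes make the levels of ribosomal protein genes uncertain. Of 12 mural and smooth muscle genes 5 rose, also 5 adjusted over the list alone (median 1.01, adjusted p = 0.00411, and adjusted p = 0.596 with an estimated correlation), among them Acta2 (1.66 ± 0.25, SE), the myosin gene Myh11 (1.63 ± 0.34, SE), the desmin gene Des (1.38 ± 0.34, SE) and Myl9 (1.18 ± 0.21, SE). Of 16 thalamic genes 3 rose, Tnnt1, Gbx2 and the calretinin gene Calb2 (1.84 ± 0.57, SE), also 3 adjusted over the list alone (median 0.96, adjusted p = 0.0138, and adjusted p = 0.728 with an estimated correlation). The Spt5 and Pol II elongation list moved upward with a median of 0.34 (adjusted p = 0.0122, and adjusted p = 0.596 with an estimated correlation), yet its 2 called members fell, also 2 adjusted over the list alone. These were Aff4, a scaffold of the super elongation complex (-1.31 ± 0.27, SE; chromosome 11, 53350833 to 53421830), and Ell2, an elongation factor of that complex (-1.40 ± 0.37, SE).

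Lists that were not called still held called genes. In the astrocyte list (adjusted p = 0.623) 2 members rose and 1 fell, among them Gfap with 1.53 ± 0.29 and the gap junction gene Gja1 with -1.03 ± 0.20 (SE). In the glucocorticoid list (adjusted p = 0.707) 2 members rose, the metallothionein genes Mt1 and Mt2 by 1.09 ± 0.18 and 1.22 ± 0.19 (SE), and 1 fell, the transcription factor gene Klf9 with -1.35 ± 0.33 (SE), which was chosen after its values were seen. In the midbrain dopaminergic list (adjusted p = 0.869) 2 members rose and 2 fell, among the latter Th, a dopamine-synthesis enzyme, with -2.43 and the vesicular transporter gene Slc18a2 with -1.80. Ptgds of the meningeal fibroblast list (adjusted p = 0.0615, 4 members higher and 5 adjusted over the list alone) rose by 1.37 and the von Willebrand gene Vwf of the endothelial list (adjusted p = 0.0747, 1 member higher) by 1.34. Genes that fell were the microglial receptor gene P2ry12 (-1.67, list adjusted p = 0.767), the chaperone gene Dnajb9 (-1.56, list adjusted p = 0.343), the immediate early gene Egr3 (-2.43, list adjusted p = 0.530), and the GABA interneuron genes Lhx6 and Nkx2-1 (-1.78 and -3.52, list adjusted p = 0.260). The other 11 lists had an adjusted p of 0.0606 (choroid plexus), 0.307 (mitochondrially encoded), 0.324 (hypothalamic), 0.457 (cholesterol synthesis), 0.530 (blood), 0.592 (cortical excitatory), 0.623 (neurotrophin), 0.799 (oligodendrocyte precursor and interferon), and 0.818 (oligodendrocyte and NF-kB). Test and median differed in sign for the interferon list, test and mean for the microglia and glucocorticoid lists, and mean and median for the midbrain dopaminergic list.

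**Figure D3:**
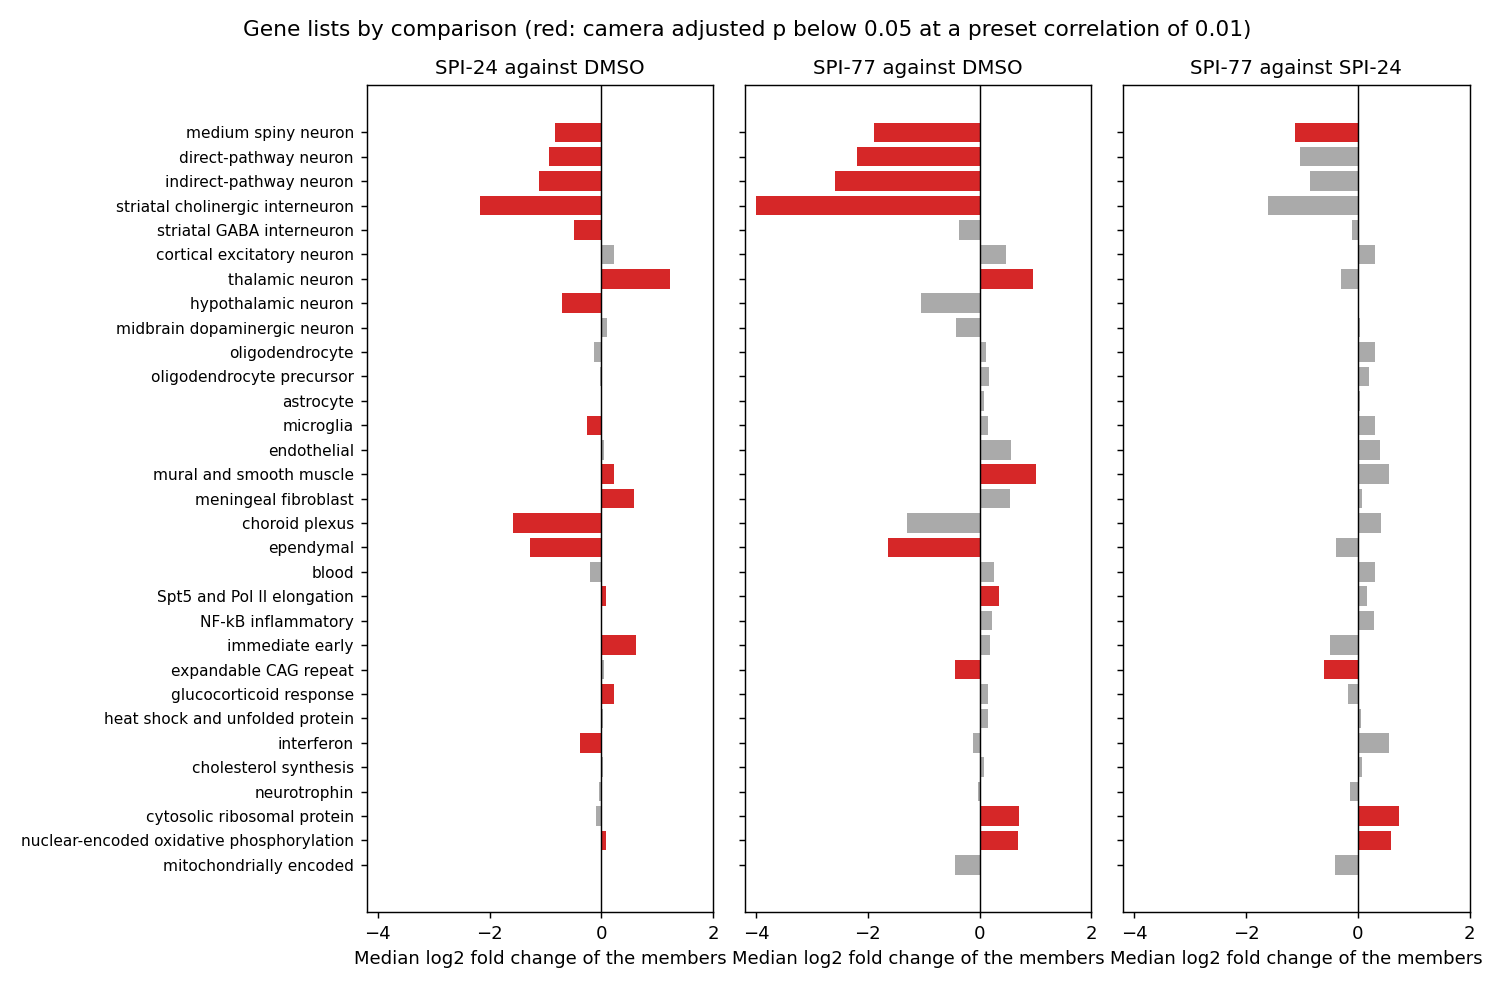
Bars give the median log2 fold change of the members of each of the 31 gene lists in the 3 comparisons, red where camera's adjusted p was below 0.05 at the preset correlation. Medium spiny genes lay below 0 in each panel, at -0.82, -1.90 and -1.12, while ribosomal protein and oxidative phosphorylation genes stood at 0.70 and 0.68 for SPI-77 against DMSO.

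SPI-77 was then compared directly with SPI-24, which tests the difference between the compounds at doses that the labels do not give. Pik3c2a and Kdm6a were lower with SPI-77, and Rcn3 and Gfap were higher. Pik3c2a, a lipid kinase of membrane traffic (chromosome 7, 116337265 to 116443449), averaged 2.89 ± 1.56 (SD, n = 3) against 61.96 ± 12.6 (SD, n = 4) with SPI-24 and 65.2 ± 49.7 (SD, n = 4) with DMSO. Kdm6a, an X-linked histone demethylase that escapes X inactivation (chromosome X, 18162575 to 18279936), averaged 32.4 ± 19.03 (SD, n = 3) against 205 ± 53.3 (SD, n = 4) and 228 ± 84.6 (SD, n = 4). Rcn3, a calcium-binding protein of the endoplasmic reticulum (chromosome 7, 45082913 to 45092221), averaged 503 ± 83.5 (SD, n = 3) against 154 ± 54.5 (SD, n = 4) and 157 ± 46.0 (SD, n = 4). Of 16768 genes limma called 57 higher and 411 lower with SPI-77, and 33 and 346 of these were also called against DMSO. edgeR called 52 and 373. At an unadjusted p below 0.05 there were 4994 genes against 838 by chance. Calls by limma fell to 0 in each direction without DMSO 3, SPI-24 2, SPI-24 3, SPI-24 4, SPI-77 1 or SPI-77 3, where 3336 to 4805 genes had an unadjusted p below 0.05, and to 3 lower genes, Kdm6a, Sema6d and A330023F24Rik, the last 2 chosen after their values were seen, without SPI-77 2. There were 97 higher and 707 lower without DMSO 1, 39 and 263 without DMSO 2 and 114 and 426 without SPI-24 1. With the medium spiny score as a covariate limma called 0 higher and 1 lower, the transcription factor gene Prox1, chosen after its values were seen. The SPI-77 scores lay below all SPI-24 scores, so this fit cannot tell tissue from treatment here either.

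The 8 most negative named changes against SPI-24 were those of Pik3c2a (-4.09 ± 0.85, SE), the metalloprotease gene Adamts3 (-3.12 ± 0.69), the zinc finger gene Zkscan16 (-2.97 ± 0.79), Kdm6a (-2.74 ± 0.41), Rarb (-2.43 ± 0.68), the chromatin gene Arid4b (-2.38 ± 0.46), the ciliary transcription factor gene Rfx3 (-2.35 ± 0.60) and the protocadherin gene Pcdhac2 (-2.35 ± 0.62). The 8 largest were those of Rcn3 (1.75 ± 0.30, SE), Palm3 (1.74 ± 0.41), the orexin receptor gene Hcrtr1 (1.57 ± 0.30), Rpl38 (1.55 ± 0.31), the centromere gene Cenps (1.54 ± 0.42), the lipid droplet gene Cidea (1.53 ± 0.39), Nkd2 (1.47 ± 0.28) and Gfap (1.46 ± 0.29). The adjusted p of these 16 genes lay between 0.0372 and 0.0489 by limma. Without SPI-77 3 Zkscan16 was -1.87 and Rfx3 was -1.42, and the others moved by less than 1.5 times with any 1 library left out. Supt5, Supt4a, mouse Htt and Bdnf differed by 0.16 ± 0.13, 0.36 ± 0.17, 0.01 ± 0.14 and -0.51 ± 0.43 (SE), with adjusted p of 0.439, 0.167, 0.958 and 0.439. Bdnf was -0.28 without SPI-24 3 and -0.29 without SPI-77 3. Human HTT differed by -0.23 ± 0.12 (SE, adjusted p = 0.228).

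For SPI-77 against SPI-24, 4 of the 31 lists differed by camera at the preset correlation, 0 with an estimated correlation and 3 by fry. Without SPI-24 2 there were 7 such lists and without SPI-24 3 there were 9. Ribosomal protein genes had a median log2 fold change of 0.73 with 5 of 73 higher, 9 adjusted over the list alone (adjusted p = 4.3e-16, and adjusted p = 0.775 with an estimated correlation), among them Rplp2, Rps21 and Rpsa at 1.08 ± 0.22, 1.03 ± 0.19 and 1.04 ± 0.23 (SE). Oxidative phosphorylation genes had a median of 0.58 with 1 of 74 higher, Atp5k at 1.11 ± 0.21 (SE), also 1 adjusted over the list alone (adjusted p = 4.5e-18, and adjusted p = 0.775 with an estimated correlation). Medium spiny genes had a median of -1.12 with 1 of 27 lower, Rarb, and 7 adjusted over the list alone (adjusted p = 1.0e-05, and adjusted p = 0.977 with an estimated correlation). In the CAG repeat list 1 of 16 members fell, the ataxin gene Atxn1 with -1.16, also 1 adjusted over the list alone (median -0.60, adjusted p = 0.00385, and adjusted p = 0.775 with an estimated correlation). Among uncalled lists, the elongation list (adjusted p = 0.181) held Aff4 and Ell2, which fell (-1.27 and -1.56), and the thalamic list (adjusted p = 0.519) held Zic1, which fell (-1.70). In the midbrain dopaminergic list (adjusted p = 0.966) the nicotinic receptor gene Chrnb3 rose by 3.62 ± 0.87 and Slc18a2 fell (-1.81). The astrocyte list (adjusted p = 0.825) held Gfap. The other 23 lists had no called member. Their adjusted p was 0.0610 for direct-pathway genes, 0.120 for microglia, 0.181 for mural and for immediate early genes, 0.241 for indirect-pathway, cholinergic, endothelial and interferon genes, 0.254 for mitochondrially encoded and 0.293 for blood genes. It was 0.563 for oligodendrocyte, choroid plexus and glucocorticoid genes, 0.781 for meningeal, cholesterol and neurotrophin genes, 0.785 for ependymal and heat shock genes, 0.825 for oligodendrocyte precursor genes, 0.884 for cortical and hypothalamic genes and 0.966 for GABA interneuron and NF-kB genes. Test and median differed in sign for the hypothalamic, midbrain dopaminergic and NF-kB lists, and test and mean for the heat shock list.

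The last question was whether both compounds moved the same genes. Of the 885 genes called lower with SPI-77, 722 (81.6%) had a negative and of the 188 called higher 175 (93.1%) had a positive log2 fold change with SPI-24, with medians of -0.20 and 0.39. These genes were selected against the same DMSO libraries, and in 100 simulations without an effect of SPI-24 the shares averaged 64.4% and 70.2%. The simulations called 1342 lower and 509 higher genes on average, more than in the data, and drew noise independently for each gene. Their shares are thus not a like measure for the observed ones. With the DMSO libraries divided 2 and 2, so that the genes were ranked against one pair and SPI-24 was compared with the other, the shares lay between 22.5% and 94.6% for the lower and between 42.6% and 92.0% for the higher genes over 6 divisions, so the direction of these genes with SPI-24 rests on which DMSO libraries were used. The fold changes of both compounds correlated across 16768 genes with r = 0.429, and 63.8% had the same sign. Genes are not independent replicates, and both comparisons use the same DMSO libraries. Unchanged groups simulated against a shared simulated control, with independent noise for each gene, gave r = 0.464 and 65.3% on average. The covariance was 0.179 against 0.111 in the simulations, a difference of 0.0676. When the DMSO libraries were divided 2 and 2 between the compounds, r lay between -0.0220 and 0.428 over 6 divisions and the covariance between -0.0118 and 0.183. No gene was called with SPI-24, so 0 calls were shared in each direction, and independent lists would also share 0.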

Values the study reported

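The study reported 13 genes with higher and 1 gene with lower expression after the short treatment with SPI-24. For SPI-77 it reported 1106 changed genes, of which 928 were lower and 178 were higher. It also reported, by RT-qPCR, a significantly lower ratio of mutant to wild-type Htt mRNA in the striatum after the short injections of either compound. Mutant Htt protein was reported as significantly reduced after these injections as well. In cultured striatal cells with a mutant Htt gene, the study measured newly made RNA of other genes with CAG repeats. It reported that the compounds reduced none of them.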

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

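The tests that correct for transcript length and GC content and the tests of sex were chosen after the results they address were seen, and the other tests before.

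In 20 of 274 groups of 4 libraries, 1 library stood far from the other 3, where chance, which gives about 1 in 20 groups, would give about 14. DMSO 1 was apart in Hdc with 191.9 normalized counts (others 135.2 to 144.7), Rpl38 with 83.9 (47.3 to 51.0), Ell2 with 70.1 (226 to 234), Cidea with 211.4 (85.3 to 90.3), Palm3 with 96.5 (66.0 to 69.5), and in the expandable CAG repeat score with 8.07 (8.44 to 8.51). DMSO 2 was apart in human HTT with 5546 (4654 to 4680) and in Sostdc1, a choroid plexus gene, with 294.9 (143.6 to 145.0). DMSO 3 was apart in the immediate early score with 7.44 (7.98 to 8.02) and in Chrnb3 with 8.82 (1.85 to 2.34). DMSO 4 was apart in Gja1 with 3239 (2250 to 2307) and in its recovered reads with 33.8 M (13.9 to 16.5). SPI-24 1 was apart in Zkscan16 with 44.2 (31.9 to 33.7), SPI-24 2 in Slc26a4 with 112.9 (56.6 to 64.7), and SPI-24 3 in the oligodendrocyte score with 12.5 (13.1 to 13.2). SPI-24 4 was apart in Acta2 with 564 (429 to 434.5), Tagln with 121 (45.2 to 54.99), and the interferon-induced gene Rsad2, which was at 0 (5.39 to 6.03). It was also apart in genes detected, with 16263 (19390 to 19912), and at equal depth, with 16132 (19057 to 19590).

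The pattern of medium spiny genes lower and thalamic genes higher in SPI-24 than in DMSO was weighed against how the tissue was taken. Over the 11 libraries, deviations of both scores from their group means correlated with r = -0.799 (exact within-group permutation p = 0.0350) and rho = -0.882 (exact p = 0.0289), and r was -0.774 without SPI-24 3 and SPI-24 4. Pieces with less striatal and more thalamic tissue are thus a candidate explanation for the differences between libraries of 1 group, and may also account for the difference between the groups. An effect of SPI-24 on these genes stays open, since the same scores would show it.

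The fall of 885 genes with SPI-77 was set against the makeup of the tissue, transcript length and GC content, and sex. Slopes on the medium spiny score within the DMSO and SPI-24 groups predicted a share of 0.383 of the median fall outside the neuron lists, and 0.190 to 0.509 with a library left out, so a smaller striatal share may contribute and cannot be told apart from the treatment because the 3 SPI-77 libraries have the lowest scores, 8.83 to 9.02. Removing each library's trend over transcript length and GC content took the median from -1.43 to -1.12 and left a share of 0.785 (0.751 to 0.801). The interquartile range was 0.63 before and 0.73 after. The average trends thus did not account for the whole fall. Effects of length or GC content that differ between genes were not removed. The genes were also picked for a large fall in the same libraries, so the share cannot exclude a larger part of such effects. Of the 885 genes 287 were still called, 237 lost the call by adjusted p alone, 83 by the fold limit alone and 278 by both. By Xist and Ddx3y the 3 SPI-77 libraries were male. Over the same genes the 2 male DMSO libraries lay above the 2 female ones by a median log2 difference of 0.812 (0.42 to 1.14 with a library left out). The male ones also had the highest medium spiny scores of that group (11.7 and 11.2 against 10.02 and 10.5). With group and this score in a fit of the DMSO and SPI-24 libraries the difference was 0.403 (0.222 to 0.587). In the DMSO libraries alone with the score it was 0.053. None of these values was a fall, so the male DMSO libraries did not share the low levels of the SPI-77 libraries. As the genes were called against these same DMSO libraries, where sex runs with the score, the test cannot decide on sex as a cause.

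The rise of ribosomal protein and oxidative phosphorylation genes with SPI-77 was weighed against the makeup of the tissue and against transcript length and GC content. Sex was not tested for this rise. The striatal share predicted 0.484 of the median rise of the oxidative phosphorylation list (0.361 to 0.569 with a library left out) and 0.297 of that of the ribosomal list (0.138 to 0.381). Removing the trends over transcript length and GC content left 0.541 of the former (0.510 to 0.604) and 0.490 of the latter (0.463 to 0.574). Camera's adjusted p was then 8.3e-14 and 1.0e-07 at the preset correlation. An estimated correlation was not used after this removal, and before it camera gave both lists an adjusted p of 0.596 with one. Each explanation may hold for part of the rise, and they cannot be told apart from an effect of SPI-77, because the median transcript of these lists has 1109 and 1094 bases against 3193 over the genes tested, and the SPI-77 libraries are also the lowest in medium spiny score.

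The count of genes called was also set against other splits of the same libraries into groups of the same sizes. For SPI-77 against DMSO the real split called 1073 genes and the highest other split 1463, so that 2 of 35 splits called as many and chance cannot be excluded. The other split parted DMSO 2, DMSO 3 and DMSO 4 from the SPI-77 libraries with DMSO 1, which had the lowest medium spiny score of the DMSO group, 10.02. For SPI-77 against SPI-24 the real split called 468 genes and the highest other split 0, so that 1 of 35 called as many. This is the smallest share this design allows and was not adjusted over the 3 comparisons, so it does not exclude chance by itself. The split also cannot tell the treatment from sex or the medium spiny score. All 3 SPI-77 libraries were male against only SPI-24 3 of the SPI-24 group, and their scores lay below those of all SPI-24 libraries. Calls there fell to 0 without DMSO 3, SPI-24 2, SPI-24 3, SPI-24 4, SPI-77 1 or SPI-77 3, with 3336 to 4805 genes at an unadjusted p below 0.05 by limma. With the correction for transcript length and GC content limma called 0 genes for SPI-77 against SPI-24 (3556 at an unadjusted p below 0.05, smallest adjusted p 0.0679). For SPI-24 against DMSO the real split called 0 genes with limma (625 at an unadjusted p below 0.05, and 0 called with edgeR) and the highest other split 1, and since every split calls at least 0 genes, the 35 of 35 splits that did say nothing about chance.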

How the results depend on the processing

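The design named edgeR with TMM as the test for raw counts, and running it on the recovered reads was decided after seeing the data. The block fits with edgeR and DESeq2, TMM scaling in limma, the fit without both replicate 4 libraries and the medium spiny covariate were chosen after seeing the data. The other alternatives were chosen before. Calls by limma for SPI-77 rest on adjusted p-values close to the threshold, the smallest being 0.0179 against DMSO and 0.0372 against SPI-24. With an adjusted p below 0.01 limma called 0 genes higher and 0 lower in each comparison for that reason, with 5905, 4994 and, for SPI-24 against DMSO, 625 genes at an unadjusted p below 0.05. The smallest adjusted p was 0.0176 and 0.0395 with edgeR and TMM. It was 0.00128 and 0.00377 with limma-voom and 1.2e-07 and 8.0e-07 with DESeq2 without a block. The fits with the 0.01 limit or with 1 library left out were run with limma only. The count for SPI-24 against DMSO was 0 in each direction under every alternative except DESeq2 with the replicate block and the fit without SPI-24 1. The cause of the other moves below was not tested unless stated. The lowest depth was 10.2 M reads, which sets the counting error of low genes.

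Without a fold limit 1346 genes were higher and 1533 lower for SPI-77 against DMSO, and 511 and 664 against SPI-24. limma-voom with quality weights called 489 and 1554 against DMSO and 222 and 674 against SPI-24, and the overlap correlation was 0.656. DESeq2 without a block called 137 higher and 850 lower for SPI-77 against SPI-24. With only the 2 groups compared 285 were higher for SPI-77 against DMSO. Gene lists called were 0, 0 and 0 with an estimated correlation, and 0 (SPI-24), 5 (SPI-77) and 3 (SPI-77 against SPI-24) with fry. Without both replicate 4 libraries 460 genes were lower for SPI-77 against DMSO, and 0 were higher and 0 lower against SPI-24 (4807 at an unadjusted p below 0.05), with an overlap of 0.535. With the medium spiny score as a covariate 7 lists were called for SPI-24 and 5 for SPI-77 against DMSO, genes higher and lower were 0 and 0 for SPI-77 against DMSO (2148 at an unadjusted p below 0.05) and 0 and 1 against SPI-24 (2990), the 1 being Prox1, chosen after its values were seen, and the overlap was 0.709. Because SPI-77 scores lay below those of all other libraries, a loss of calls in this fit does not part tissue from treatment.

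Replicate numbers were not taken to pair the libraries, since the labels do not say what they share and the deviations of same-numbered libraries correlated between -0.156 and 0.205, over 0.1 in 5 of 10 pairs. As a hint from the data, 6 of 11 libraries correlated best with their own number, so a batch behind the numbers stays open. With the replicate block limma called 0 and 0 genes for SPI-24, 138 and 734 for SPI-77 against DMSO and 41 and 379 against SPI-24, with 15, 10 and 4 lists and an overlap of 0.523. edgeR with the replicate block called 107 higher for SPI-77 against DMSO and 37 against SPI-24, with an overlap of 0.530. DESeq2 with the replicate block called 16 higher and 5 lower for SPI-24 against DMSO, 202 and 976 for SPI-77 against DMSO, and 99 and 582 for SPI-77 against SPI-24. The 5 genes lower with SPI-24, chosen after their values were seen, were Aqp8, Krt77, Gm2774, Gm47588 and AC107453.4. Krt77 changed by -1.61 on the log2 scale, while the others lay between -21.3 and -17.0. With the minimum highest read count only 1 lower gene, Krt77, was left in the authors' deposited table.

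With 1 library left out, genes higher and lower ranged from 0 to 0 and from 0 to 2 for SPI-24 against DMSO (2 without SPI-24 1, Cartpt and Slc16a8, chosen after their values were seen), from 0 to 396 and from 0 to 1471 for SPI-77 against DMSO (0 without DMSO 2, DMSO 4, SPI-77 1 or SPI-77 3, where limma gave 4487, 4555, 4898 and 4284 at an unadjusted p below 0.05, highest without DMSO 1, 348 and 1219 without SPI-24 4), and from 0 to 114 and from 0 to 707 for SPI-77 against SPI-24. In the last, 0 were called without DMSO 3, SPI-24 2, SPI-24 3, SPI-24 4, SPI-77 1 or SPI-77 3 (4805, 4348, 4661, 4624, 3895 and 3336 at an unadjusted p below 0.05), 0 and 3 without SPI-77 2 (Sema6d, Kdm6a and A330023F24Rik, chosen likewise), 97 and 707 without DMSO 1, 39 and 263 without DMSO 2, and 114 and 426 without SPI-24 1. Lists called ranged from 13 to 19, from 9 to 13 and from 4 to 9 (7 without SPI-24 2, 9 without SPI-24 3), and the overlap correlation from 0.291 (without SPI-24 3) to 0.590 (without SPI-24 4), with 0.572 without DMSO 1.

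Some named genes changed sign, most of them with changes near 0. Bdnf for SPI-77 against DMSO was -0.011 (RLE), -0.016 (upper quartile), -0.012 (DESeq2), -0.028 (edgeR with TMM) and -0.247 (covariate). Mouse Htt for SPI-77 against DMSO was -0.010 (replicate block in limma), -0.028 (edgeR), -0.013 (DESeq2) and -0.263 (covariate), and for SPI-24 against DMSO -0.098 (covariate). Mouse Htt for SPI-77 against SPI-24 was -0.003 (RLE, DESeq2 and TMM in limma), -0.112 (voom), -0.007 (edgeR with TMM), -0.045, -0.053 and -0.049 (replicate block in limma, edgeR and DESeq2), -0.098 (no replicate 4) and -0.165 (covariate). With the covariate Foxj1, Rsph4a and Adora2a, which were far below 0 for SPI-77 against DMSO without it, were 0.194, 0.165 and 0.207. With 1 library left out Bdnf ranged from -0.225 to 0.318 (SPI-77 against DMSO), and Htt from -0.037 to 0.146 (SPI-24 against DMSO) and from -0.098 to 0.085 (SPI-77 against SPI-24). No other named gene changed direction under the alternatives run, but 423 values over genes and alternatives for SPI-77 against DMSO and 279 against SPI-24 lost the call, and 12 for SPI-77 against DMSO (Foxj1 and Rsph4a) and 2 for SPI-24 (Slc6a13 and Gbx2) gained it.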

Other observations

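The tests in this part were chosen before their results were seen, although human HTT was added to the named genes after its values were seen. The genes taken from the authors' deposited table were looked up afterwards. Genes that span long genomic distances lay lower with SPI-77. The 3351 genes of the shortest group, with a median length of 2.97 kb, had a median log2 fold change of 0.29 against DMSO, and the 3351 of the longest group, with a median of 130 kb, had -0.36. Of the shortest group 72 genes were called lower, and of the longest 374. With SPI-24 the medians of the same groups were -0.04 and -0.03. Across 16746 genes, which are not independent replicates, Spearman's correlation of fold change and genomic length was -0.303 for SPI-77 and 0.00976 for SPI-24.

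A loss of transcription over long distances may give such a relation, as Spt5 acts in elongation. Given transcript length, GC content, mean level and the change predicted from the medium spiny score, the partial correlation was -0.0920 for SPI-77, and -0.0957 to -0.0838 with a library left out. That narrowly missed the -0.1 set beforehand as the least that this hypothesis needs, so the prediction was not met. A weaker relation stays open. The real split gave the lowest of 35 values, and the next was -0.0894. The partial correlation for SPI-24 was -0.0472.

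A fall of the human transgene relative to mouse Htt was a second hypothesis. The log2 change of the ratio was 0.0610 with SPI-24, with a 95% interval whose lower end of -0.13 argues against a fall of 0.2 or more in these libraries. With SPI-77 it was -0.179, with an interval from -0.38 to 0.02 and an exact permutation p of 0.0571, although all 3 SPI-77 ratios lay below all 4 DMSO ratios. A fall therefore stays open. The ratio was not tested against the medium spiny score. DMSO 2 and SPI-24 4, highest in score within their groups, had the highest ratios there (2.81 and 2.96). DMSO 1 and SPI-24 3, lowest in score, had the lowest (2.35 and 2.38). Between them, DMSO 3 had a higher ratio than DMSO 4 at a lower score. As SPI-77 had the lowest scores, its lower ratio cannot be told apart from the makeup of the tissue. If reads shared between both genes were counted for both, they may shrink either log2 change, which was not tested. By RT-qPCR the study reported a significantly lower ratio after the short injections with both compounds, a measurement that the sequenced libraries do not replace.

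In the authors' deposited table, genes higher with SPI-24 include Gbx2, the calcium channel gene Cacna1g, the calcium pump gene Atp2a1 and Wnt3, chosen after their values were seen. Cacna1g had 5969 and 3827 normalized counts in SPI-24 3 and SPI-24 2, 2399 and 2007 in SPI-24 1 and SPI-24 4, and 2765 in DMSO 3 against 873 to 1688 in the other DMSO libraries and 2117 to 3043 in the SPI-77 libraries. Atp2a1 had 349 and 249 in SPI-24 3 and SPI-24 2, and 121 in DMSO 3 against 10.3 to 79.3 in the other DMSO libraries and 113 to 212 in the SPI-77 libraries. Of the 13 genes that were higher with SPI-24 in this table with its minimum highest read count, SPI-24 3 and SPI-24 2 were the 2 highest SPI-24 libraries for 11, DMSO 3 was the highest DMSO library for 10, and both held for 9. Rreb1, chosen likewise, had 2550 and 2314 in SPI-24 3 and SPI-24 2 and 1123 and 1166 in SPI-24 1 and SPI-24 4, but DMSO 3 had 874 within the 587 to 936 of the other DMSO libraries. Slc6a13, also chosen after its values were seen, followed neither order, at 187 to 209 in the SPI-24 libraries, 89.3 in DMSO 3 and 165 in DMSO 1. SPI-24 3 and SPI-24 2 had thalamic scores of 11.1 and 10.4, and DMSO 3 had 9.99 against 7.86 to 9.26 in the other DMSO libraries.

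The counts of genes called for SPI-24 against DMSO here were 0 higher and 0 lower with limma, with 625 genes at an unadjusted p below 0.05, 0 and 0 with edgeR, 0 and 0 with DESeq2, and 16 and 5 with DESeq2 and the replicate block. Those of limma, edgeR and DESeq2 without the block are lower than the gene counts quoted from the study above.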
